A study of Arabidopsis with 26 samples.

How the data were processed

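ChIP-seq peak lists of 26 Arabidopsis libraries were analysed, each from 14-day-old seedlings precipitated with an antibody against GFP, per the labels. The labels' protocols describe formaldehyde fixation, sonication, immunoprecipitation, library construction and paired-end sequencing. They do not state the aligner, the peak caller, its control or the genome build, so none of these is known here. The deposited lists have 10 columns in the layout of the narrowPeak format and no header. Peaks were called per library, since each deposited list belongs to 1 sample and none is pooled. The names of the peaks contain the text "RmDup", so a step of that name preceded peak calling.

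The values deposited by the authors for each peak are as follows. The fold enrichment deposited by the authors is a linear ratio over a background that is not stated. The −log10 p and −log10 q deposited by the authors are the significance of the peak as their peak caller gave it. The score deposited by the authors is the whole part of 10 times the −log10 q. The position of the summit, deposited by the authors as an offset from the start, completes each list. The lowest −log10 q of the lists was between 1.303 and 1.521, against 1.301 for a q of 0.05, so the lists hold only peaks above such a threshold. A region absent from a list is therefore a region not called there, not a region shown to be unbound. Fold enrichment and −log10 q were used only to describe, rank or filter peaks within a list. The exception is the highest fold enrichment of lists named for SYD and SWI3D, which was set side by side without a test.

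Peak lists hold no read numbers, so no test on counts was possible, the depth per sample is unknown, and differences in yield between libraries cannot be separated from differences in occupancy. The Wilson 95% intervals on shares of regions cover counting error only and say nothing of the spread between libraries.

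Groups follow the genotype in the sample labels and replicate numbers follow the titles. Label and deposited file name stated different lines for 19 of 26 libraries. Before the data were examined it was decided that BRM-GFP brm-1, BRM-GFP brm-1 syd-5 and SYD-GFP syd-5 would be compared on libraries with both records in accord (6 libraries), that all other comparisons would be given as labelled, and that the reading by file name would be an alternative. The tests, the processing alternatives and the rule for named regions were fixed at the same time.

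Comparisons were made on the 5 nuclear chromosomes, with peaks counted as overlapping from 1 bp. Reproducible regions are merged peaks that hold a peak of every library of the group. Peak numbers and covered lengths were compared by the log2 ratio of group means with an exact two-sided permutation test and Benjamini-Hochberg adjustment over 5 tests. Similarity of lists was measured by the base-pair Jaccard index, and the mean within groups minus the mean between groups was ranked among the 3 splits of 4 libraries. Chance overlap was estimated by moving regions along their chromosome by a random offset, 100 times, with the last peak of any list as the chromosome end; this estimate was chosen after the lists had been examined. Named regions are the 2 with the highest mean percentile of −log10 q among the reproducible regions found in one group alone, for each direction of each comparison, and the 3 highest among those shared by all 6 libraries. Positions are printed as deposited, counted from 1.

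The alternatives were an overlap of at least 50% of both peaks, a −log10 q of at least 10 and equal numbers of the strongest peaks per library. For comparisons of groups the equal number was that of the smallest list of the comparison. It was 15011 for BRM-GFP brm-1 with BRM-GFP brm-1 syd-5, 15375 for BRM-GFP brm-1 with SYD-GFP syd-5 and 8759 for MINU2-GFP minu2-1 as labelled. For the subunits it was 4383, the size of the smallest of all 26 lists. Further alternatives were each library left out in turn, the replicate number as a block and all 4 libraries labelled SYD-GFP syd-5. The last were the reading by file name, organelle peaks included, and the share of overlapping peaks in place of base pairs.

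The design also called for the share of peaks at promoters, the peaks over each tagged gene's own locus, and the gene at each named region. These need gene coordinates of the build the lists use. As no build is stated with the lists or labels, gene coordinates were not used here and those results were left out. There were 0 columns of samples that could not be mapped.

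The overlap tools were tested on simulated data. Peak lists were simulated for the share of BRM-GFP brm-1 reproducible regions with no peak in BRM-GFP brm-1 syd-5, with 8% of the sites removed from one group and 5% of the sites missing at random from each library. Over 14144 regions the share absent by construction was 8.57% and the share recovered was 8.60%. The share by construction includes sites missing at random from both libraries. Sites went missing regardless of peak strength, so the simulation tests the overlap tools only. It does not cover weak peaks that miss the threshold and cannot tell what causes the share seen in the data. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.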

Results

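Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map where subunits of the SWI/SNF chromatin remodelling complexes sit in the Arabidopsis genome. SWI/SNF complexes use an ATPase to move or evict nucleosomes, and plants carry several alternative ATPases, among them BRM, SYD and MINU2, together with accessory subunits of the SWI3, BSH, SWP73 and BCL7 families. In each line a subunit was fused to green fluorescent protein (GFP), in most lines together with a mutant allele of the same gene, and the fusion was precipitated from 14-day-old seedlings with an antibody against GFP. The data are 26 peak lists, one per library, in 15 groups as labelled. BRM-GFP brm-1, BRM-GFP brm-1 syd-5, SYD-GFP syd-5 swi3d-1, SYD-GFP syd-5 brm-1, MINU2-GFP minu2-1 and SWI3D-GFP swi3d-1 syd-5 had 2 libraries each, SWI3D-GFP swi3d-1 had 3 and SYD-GFP syd-5 had 4. The other 7 groups had 1 library each and therefore no replicate check.

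The sample label and the name of the deposited peak list stated different lines for 19 of the 26 libraries and the same line for 7. The 7 were both libraries of BRM-GFP brm-1, both of BRM-GFP brm-1 syd-5, replicates 1 and 2 of SYD-GFP syd-5 and replicate 2 of SWI3D-GFP swi3d-1. In 4 lists the name of the first peak also held the text "syd-5". The file name stated a SYD-GFP syd-5 line, alone or with a further mutation, in 4 of 4, and the label a SYD-GFP line in 0 of 4. Whether the peak names state exactly the line of the file name was not checked, and no other text was searched for. Comparisons of BRM with SYD and of BRM with and without SYD were therefore made on the 6 libraries of those groups whose records were in accord. Every other comparison is given as labelled, with the reading by file name beside it.

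The peak lists hold no read numbers, so the sequencing depth of each library is unknown and no error that depends on depth can be given. The size of each list is the only measure of yield. The lists held between 4383 and 21329 peaks on the 5 nuclear chromosomes, and the smallest and the largest both came from libraries labelled SWI3D-GFP swi3d-1. Their weakest peaks had a −log10 q between 1.303 and 1.521. In 12 lists there were also between 62 and 139 peaks on the mitochondrial and plastid genomes, and 14 lists had none. The widest nuclear peak measured 3838 to 3877 bp in the 12 lists with organelle peaks and 5697 to 22566 bp in the 14 without, so the lists fall into 2 sets, treated here as batches. All 6 libraries used for BRM and SYD belong to the batch without organelle peaks.

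**Figure D1:**
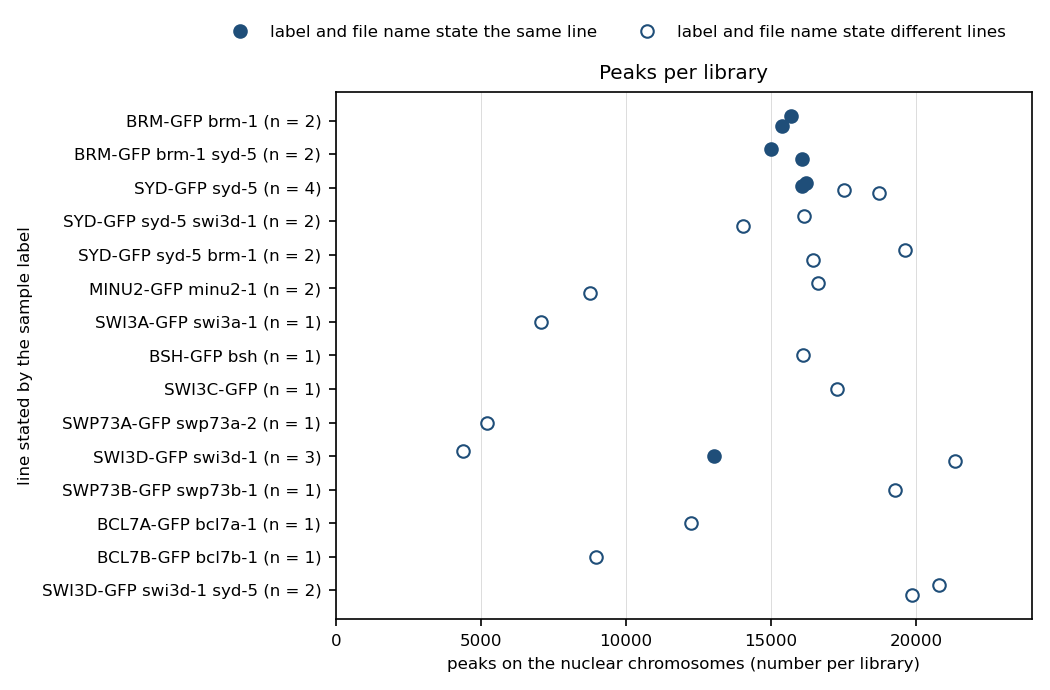
Number of peaks on the nuclear chromosomes (horizontal axis) for each library, by the line its label states (vertical axis); each point is 1 library, filled where label and file name state the same line and open where they differ. The filled points of BRM-GFP brm-1, BRM-GFP brm-1 syd-5 and SYD-GFP syd-5 lie between 15011 and 16223 peaks, while the 3 libraries labelled SWI3D-GFP swi3d-1 range from 4383 to 21329.

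The first comparison asked whether BRM occupies the same sites when SYD is mutated. BRM-GFP brm-1 gave 15534.5 ± 226 peaks (SD, n = 2) and BRM-GFP brm-1 syd-5 gave 15534.5 ± 740 peaks (SD, n = 2). The sums of the replicates coincided, so the log2 ratio was 0 (exact permutation test, two-sided, p = 1), and with 2 libraries per group the smallest p this test can give is 0.33. With peaks of −log10 q of at least 10, the alternative that moved this value most, the log2 ratio was −0.10. The peaks covered 17.2 ± 0.365 Mb (SD, n = 2) in BRM-GFP brm-1 and 15.9 ± 1.04 Mb (SD, n = 2) in BRM-GFP brm-1 syd-5. That log2 ratio of −0.11 was close to the spread between replicates of 0.10, and its two-sided exact permutation p was 0.33, the smallest possible. Median peak width was 733.5 ± 2.12 bp in BRM-GFP brm-1 and 692 ± 8.49 bp in BRM-GFP brm-1 syd-5 (SD, n = 2 each), a difference larger than the spread between replicates that was not tested further. In a family of 5 ratio tests, which includes 3 on libraries with conflicting records, the Benjamini-Hochberg adjusted exact permutation p-values of these 2 were 1 for peak number and 0.667 for covered length.

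A region was called reproducible when peaks of both replicates fell in it. BRM-GFP brm-1 had 13475 reproducible regions, and 707 of them (5.25%, Wilson 95% interval 4.88% to 5.64%) held no peak of either BRM-GFP brm-1 syd-5 library. BRM-GFP brm-1 syd-5 had 13291 reproducible regions, and 492 of them (3.70%, Wilson 95% interval 3.39% to 4.04%) held no peak of either BRM-GFP brm-1 library. These intervals cover counting error only. When peaks had to overlap by at least 50% of both lengths, the alternative that raised these shares most, they were 11.7% and 9.65%. Both shares also depend on having 2 libraries per group: with 1 library left out they rose to as much as 11.3% (without BRM-GFP brm-1 syd-5 replicate 2) and 8.49% (without BRM-GFP brm-1 syd-5 replicate 1). Regions found in BRM-GFP brm-1 alone were weak within their own lists, with a median percentile of 20.6 by −log10 q against 57.3 for the regions also found in BRM-GFP brm-1 syd-5, and 0 of the 707 were in the top decile. Regions found in BRM-GFP brm-1 syd-5 alone had a median percentile of 17.7 against 56.9, and 0 of the 492 were in the top decile.

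For comparison with the replicate error, single lists were set against each other. On average 9.78% of the peaks of one BRM-GFP brm-1 library had no overlapping peak in the other replicate (8.56% and 11.0% in the 2 directions). Against single libraries of BRM-GFP brm-1 syd-5 the share was 14.4% (11.6% to 17.1%). That mean lay above the range between the BRM-GFP brm-1 replicates but within that between the BRM-GFP brm-1 syd-5 replicates. The share was 16.2% and 17.1% against replicate 1 of BRM-GFP brm-1 syd-5, with 15011 peaks. Against replicate 2, with 16058 peaks, it was 11.6% and 12.7%, so it was larger against the shorter list. In the other direction, 11.7% of the peaks of a BRM-GFP brm-1 syd-5 library had no overlapping peak in a BRM-GFP brm-1 library (9.65% to 13.7%), which lay within the range of 7.11% to 15.0% between the replicates of BRM-GFP brm-1 syd-5. The base-pair Jaccard index, the bases shared by a pair of lists divided by the bases covered by either, was 0.771 between the BRM-GFP brm-1 replicates and 0.745 between the BRM-GFP brm-1 syd-5 replicates. Between the groups it averaged 0.700 (0.692 to 0.707 over 4 pairs). The mean within groups exceeded the mean between groups by 0.0577, the largest value among the 3 ways of splitting the 4 libraries into pairs, and an exact count over 3 splits cannot give a share below 1 of 3. With the share of overlapping peaks in place of base pairs, the difference was 0.0264.

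The strongest regions found in one of these groups alone were chosen by percentile. Positions are as in the deposited lists, counted from 1, and the genome build is not stated there, so no gene is assigned to them. In BRM-GFP brm-1 alone, the strongest was chromosome 1, 16664443 to 16664937, with a fold enrichment of 4.63 in replicate 1 and 4.58 in replicate 2. The next was chromosome 5, 3615785 to 3616297, with fold enrichments of 3.82 and 3.97. In BRM-GFP brm-1 syd-5 alone, the strongest was chromosome 5, 15075006 to 15075706, with fold enrichments of 4.94 and 5.51, followed by chromosome 1, 13559184 to 13559838, with 3.14 and 3.37. The fold enrichments are the authors' own value for each peak.

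The next comparison asked how far the BRM and SYD ATPases occupy the same sites. The 2 SYD-GFP syd-5 libraries with records in accord gave 16152.5 ± 99.7 peaks (SD, n = 2) that covered 13.9 ± 0.416 Mb, with a median width of 599.5 ± 16.3 bp. Of the 13475 reproducible regions of BRM-GFP brm-1, 10757 (79.8%, Wilson 95% interval 79.1% to 80.5%) overlapped a reproducible region of SYD-GFP syd-5. Of the 13753 reproducible regions of SYD-GFP syd-5, 11701 (85.1%, Wilson 95% interval 84.5% to 85.7%) overlapped one of BRM-GFP brm-1. When the regions of the first set were moved along their chromosome by random offsets, the shares averaged 25.0% and 25.7%, and the highest of 100 shifts gave 28.0% and 28.4%. Requiring an overlap of at least 50% of both lengths lowered the observed shares to 58.1% and 57.5%, the alternative that moved them most. Using all 4 libraries labelled SYD-GFP syd-5, of which 2 have conflicting records, gave 64.3% and 88.5%. The file names of those 2 state MINU2-GFP minu2-1. A reproducible region then needs a peak of all 4 lists, which left 9882 regions of SYD-GFP syd-5. The first share is therefore lower partly by construction.

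The lists of the 2 ATPases differed by more than replicates did. Their base-pair Jaccard index averaged 0.559 (0.547 to 0.571 over 4 pairs), against 0.771 between the BRM-GFP brm-1 replicates and 0.727 between the SYD-GFP syd-5 replicates. The difference between the mean within and the mean between groups was 0.190, again the largest of the 3 possible splits, with the same limit on the exact count. With all 4 libraries labelled SYD-GFP syd-5, of which 2 are named MINU2-GFP minu2-1, it was 0.0754. A further technical difference runs with these groups: 5 regions that are among the 10 strongest peaks of each of the 12 lists with organelle peaks also have a peak in both SYD-GFP syd-5 libraries and in neither BRM-GFP brm-1 library. Each side of that split holds 1 of the compared groups only, so no value within it can be given.

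Regions of BRM-GFP brm-1 with no peak in either SYD-GFP syd-5 library numbered 1478 (11.0%, Wilson 95% interval 10.5% to 11.5%), with a median percentile of 27.0 against 59.4 for the other regions, and 0 of them were in the top decile. Regions of SYD-GFP syd-5 with no peak in either BRM-GFP brm-1 library numbered 1143 (8.31%, Wilson 95% interval 7.86% to 8.78%), with a median percentile of 26.9 against 58.5, and 19 of them were in the top decile. The strongest regions in BRM-GFP brm-1 alone were chromosome 1, 12485164 to 12486051, with fold enrichments of 5.44 and 5.19, and chromosome 5, 10262775 to 10264349, with 5.52 and 4.67. The strongest in SYD-GFP syd-5 alone were chromosome 3, 13591205 to 13592347, with fold enrichments of 1.56 and 1.70, and chromosome 4, 3952147 to 3953089, with 1.53 and 1.67. Both of these SYD-GFP syd-5 regions had a very high −log10 q, 344 and 420 for the first and 265 and 331 for the second, at a low fold enrichment, and both belong to the 5 regions that recur among the strongest peaks of lists labelled with many lines.

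Across the 6 libraries of BRM-GFP brm-1, BRM-GFP brm-1 syd-5 and SYD-GFP syd-5, the peaks merged into 19132 regions, of which 9544 (49.9%) held a peak of every library. The strongest of these shared regions was chromosome 3, 535870 to 538913, with fold enrichments between 13.5 and 18.9 over the 6 libraries. The next were chromosome 1, 21363599 to 21365178, with 12.9 to 20.7, and chromosome 5, 20705776 to 20708111, with 11.8 to 14.6.

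**Figure D2:**
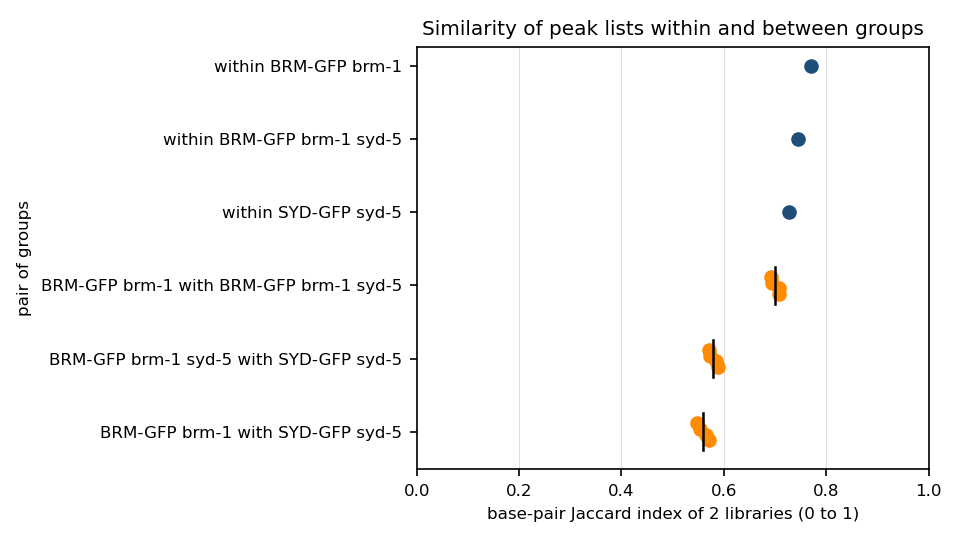
Base-pair Jaccard index (horizontal axis, 0 to 1) of each pair of the 6 libraries with records in accord, by the pair of groups (vertical axis); each point is a pair of libraries, blue within a group and orange between groups, and the black line is the mean of 4 pairs. Replicates lie between 0.727 and 0.771, BRM-GFP brm-1 with BRM-GFP brm-1 syd-5 averages 0.700 and BRM-GFP brm-1 with SYD-GFP syd-5 averages 0.559.

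The remaining comparisons concern libraries whose records conflict, so each value holds only as far as the label does. Whether SYD keeps its sites without SWI3D or without BRM was asked by peak number. The libraries labelled SYD-GFP syd-5 gave 17130 ± 1233 peaks (SD, n = 4). Those labelled SYD-GFP syd-5 swi3d-1 gave 15093 ± 1479 peaks (SD, n = 2), a log2 ratio of −0.18 (exact permutation test, two-sided, p = 0.2, adjusted p = 0.667). Those labelled SYD-GFP syd-5 brm-1 gave 18033 ± 2261 peaks (SD, n = 2), a log2 ratio of 0.07 (exact permutation test, two-sided, p = 0.533, adjusted p = 0.667). The smallest p with 2 libraries against 4 is 0.0667. Read by file name, the same ratios were −1.77 and −0.12, so the second changed direction. It also changed direction, to −0.0599, without SYD-GFP syd-5 brm-1 replicate 1, and it was 0.41 with peaks of −log10 q of at least 10.

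The reverse question, whether SWI3D keeps its sites without SYD, gave 12914 ± 8474 peaks (SD, n = 3) in the libraries labelled SWI3D-GFP swi3d-1 and 20336 ± 649 peaks (SD, n = 2) in those labelled SWI3D-GFP swi3d-1 syd-5. The log2 ratio of 0.66 was below the spread between replicates of 1.17 (exact permutation test, two-sided, p = 0.4, adjusted p = 0.667; the smallest possible p is 0.1). Read by file name the log2 ratio was −0.96, in the opposite direction. As labelled it was 0.24 without SWI3D-GFP swi3d-1 replicate 1 and 1.22 without replicate 3. None of the 5 ratio tests can reach 0.05 in this design. The batches divide these groups too. Among the libraries labelled SYD-GFP syd-5, replicates 1 and 2 lack organelle peaks and replicates 3 and 4 have them; both libraries labelled SYD-GFP syd-5 swi3d-1 lack them and both labelled SYD-GFP syd-5 brm-1 have them. Within its batch, SYD-GFP syd-5 swi3d-1 against SYD-GFP syd-5 as labelled had a log2 ratio of −0.10 and SYD-GFP syd-5 brm-1 one of −0.01, with 2 libraries on each side. By file name the first of these compares SYD-GFP syd-5 brm-1 with SYD-GFP syd-5. The second compares lists named BSH-GFP bsh and SWI3D-GFP swi3d-1 with lists named MINU2-GFP minu2-1. If the file names are right, neither is the comparison its labels state. For SWI3D-GFP swi3d-1 syd-5, only replicate 1 of SWI3D-GFP swi3d-1 falls in the same batch, with a log2 ratio of 2.21 against that library. The file names of these lists state BCL7A-GFP bcl7a and BCL7B-GFP bcl7b, against SYD-GFP syd-5 swi3d-1.

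The libraries labelled MINU2-GFP minu2-1 gave 12694 ± 5565 peaks (SD, n = 2) and 8012 reproducible regions. Of these, 90.8% (Wilson 95% interval 90.1% to 91.4%) overlapped a reproducible region of BRM-GFP brm-1 and 94.97% (Wilson 95% interval 94.5% to 95.4%) one of SYD-GFP syd-5. The records of both MINU2-labelled libraries conflict: their file names state SWI3D-GFP swi3d-1 and SWI3D-GFP swi3d-1 syd-5. Read by file name, MINU2-GFP minu2-1 had 16351 reproducible regions and the shares were 67.9% and 64.0%. By that reading SYD-GFP syd-5 has 4 libraries and BRM-GFP brm-1 has 2. A reproducible region needs a peak of every library, so the share with SYD-GFP syd-5 could be lower by construction. The median base-pair Jaccard index of the MINU2-named lists went the other way, 0.378 with SYD-GFP syd-5 and 0.355 with BRM-GFP brm-1. Both libraries labelled MINU2-GFP minu2-1 have organelle peaks. Those of BRM-GFP brm-1 and SYD-GFP syd-5 compared with them have none, so batch and group cannot be told apart here.

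Each accessory subunit with a single library was set against the ATPase lists by base-pair Jaccard index to ask which ATPase it resembles most. As labelled, the closest ATPase was SYD for BSH-GFP bsh (0.712 ± 0.0146 over 2 SYD-GFP syd-5 libraries) and for SWI3C-GFP (0.687 ± 0.0179). It was MINU2 for SWI3A-GFP swi3a-1 (0.441 ± 0.203 over 2 libraries), SWP73A-GFP swp73a-2 (0.274 ± 0.103) and BCL7B-GFP bcl7b-1 (0.390 ± 0.0524). For BCL7A-GFP bcl7a-1 the index was 0.468 ± 0.0385 with MINU2 and 0.459 ± 0.00245 with SYD, a difference within the spread. The lead of MINU2 over SYD was also within the spread for SWI3A (SYD 0.249) and SWP73A (SYD 0.193), and barely above it for BCL7B (SYD 0.336). With equal numbers of peaks per list, MINU2 led SYD by more than the spread for BCL7A (0.442 ± 0.0120 against 0.360), BCL7B (0.384 ± 0.0144 against 0.312), SWI3A (0.528 ± 0.157 against 0.289), SWP73A (0.33 ± 0.0686 against 0.256) and SWP73B (0.0635 ± 0.00317 against 0.0523). With all peaks the index for SWP73B-GFP swp73b-1 was 0.356 with both BRM-GFP brm-1 (± 0.00404) and SYD-GFP syd-5 (± 0.00440), a tie within the spread. All 7 of these libraries have conflicting records, the spreads over the MINU2-labelled libraries are wide, and each value rests on 1 library of the subunit. By file name the lists labelled BSH-GFP bsh and SWI3C-GFP are both SYD-GFP syd-5. Their values with SYD may thus be those of SYD with itself (0.727 between the SYD-GFP syd-5 replicates in accord). The list labelled SWI3A-GFP swi3a-1 shares the file-name line SWI3D-GFP swi3d-1 syd-5 with replicate 2 labelled MINU2-GFP minu2-1. Its index was 0.585 with that list and 0.297 with replicate 1. If the file names are right, these values compare no subunit with an ATPase. The closest ATPase as labelled came from the same batch for BSH, SWI3C, SWI3A and BCL7B, and from the other batch for SWP73A. Read by file name, the closest ATPase was MINU2 for BSH, SWI3A and SWP73B, SYD for SWI3C and SWP73A, and BRM for BCL7B. For BCL7A it was 0.598 ± 0.0406 with SYD and 0.582 ± 0.00414 with BRM, again within the spread, as were the leads for SWP73A (MINU2 next, 0.287) and BCL7B (SYD next, 0.588 ± 0.0493).

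**Figure D3:**
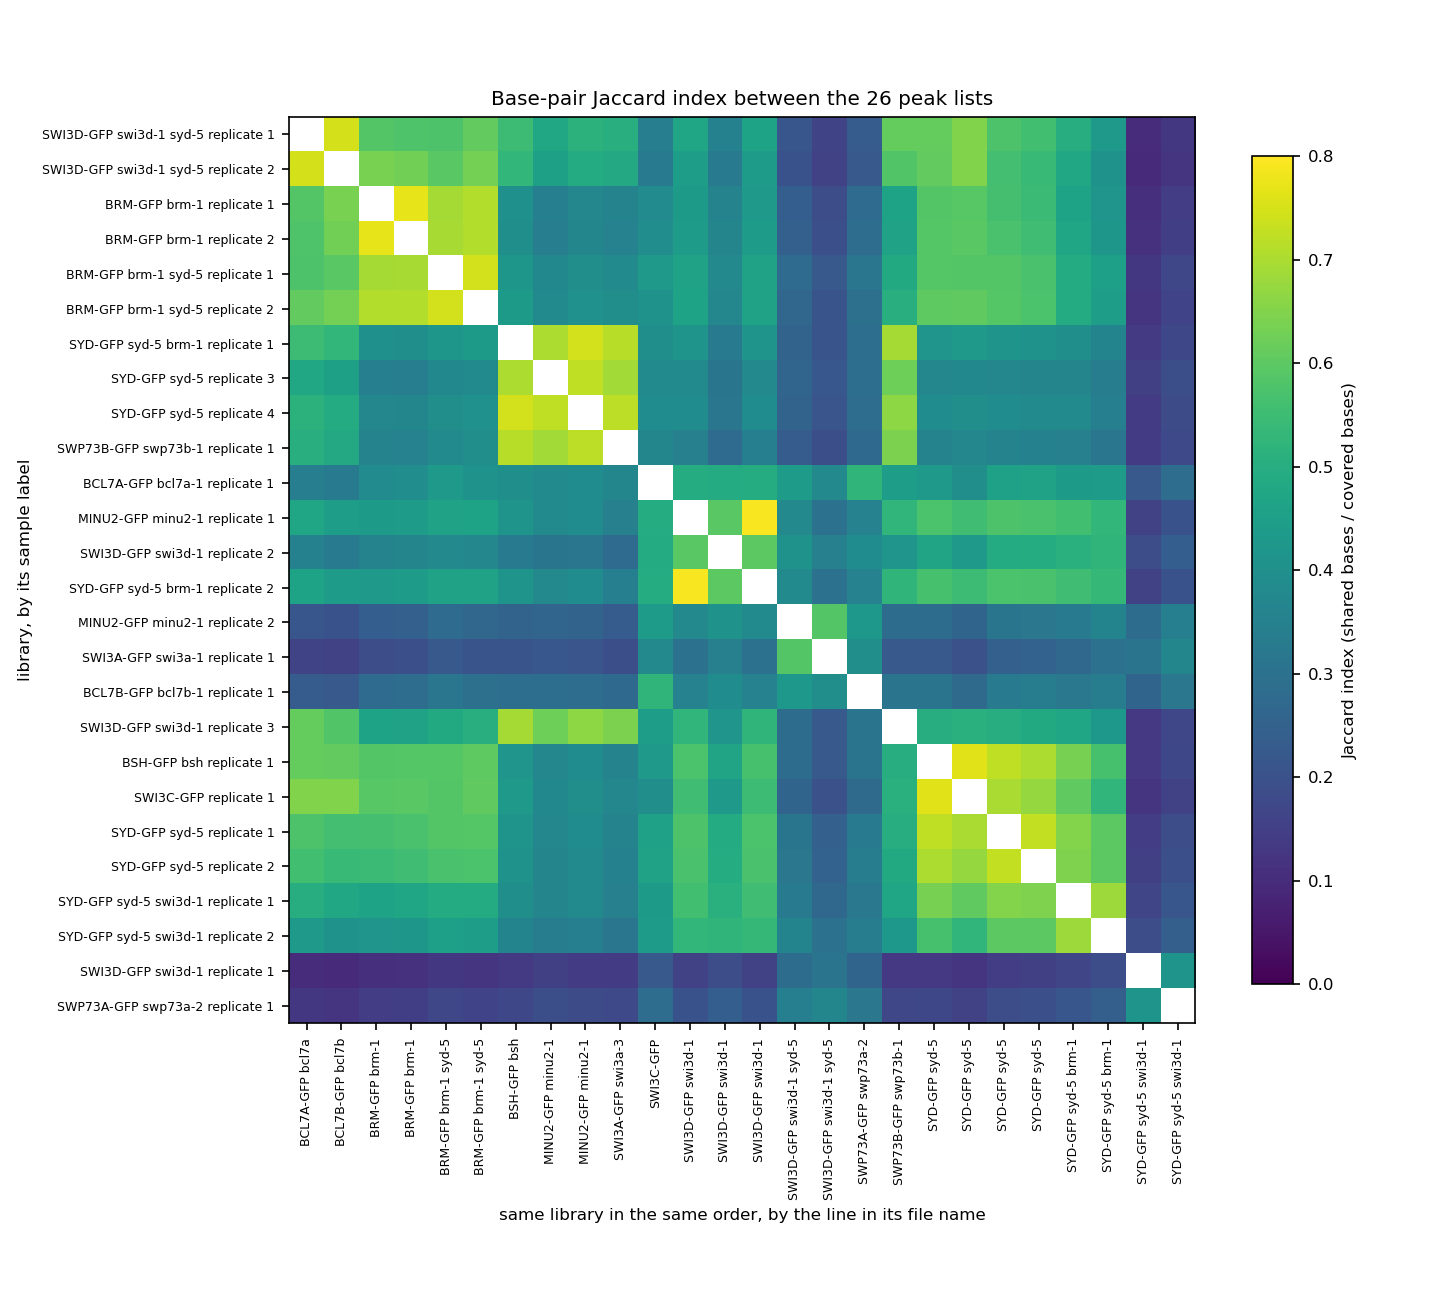
Base-pair Jaccard index (colour, from 0 to 0.8) between the 26 peak lists; libraries are in the same order on both axes, named by their sample label on the vertical axis and by the line in their file name on the horizontal axis, and the diagonal is left blank. Lists that share a file-name line but no label have a mean index of 0.655 over 10 pairs, and lists that share a label but no file-name line have 0.379 over 10 pairs.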

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

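The test of the authors' filtering below was chosen only after the organelle peaks had been seen.

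Peaks on the mitochondrial and plastid genomes lie outside the nuclear comparisons and were present in 12 of the 26 lists, with 62 to 139 per list. The most, 139, were in the library labelled SWP73B-GFP swp73b-1, whose file name states SWI3A-GFP swi3a-3. No control sample was analysed here, so these peaks can only be set against the 14 lists that have none. If they reflected an organelle target of particular subunits, no other feature of the lists need follow the same division. The same 12 lists had no nuclear peak wider than 3877 bp, while each of the 14 others had one of at least 5697 bp. A difference between batches in how the authors filtered reads or called peaks is therefore a likely explanation. By label the division splits 2 groups: replicates 1 and 2 labelled SYD-GFP syd-5 lack organelle peaks and replicates 3 and 4 have them, and replicate 1 labelled SWI3D-GFP swi3d-1 lacks them and replicates 2 and 3 have them. By file name it splits no tagged protein: the lists named for BRM, SYD, BCL7A and BCL7B lack organelle peaks and those named for MINU2, BSH, SWI3A, SWI3C, SWI3D, SWP73A and SWP73B have them, so by that reading batch and protein cannot be told apart. Reads of organelle DNA carried over in the precipitate remain open, since no read numbers are held. No biological explanation was tested, and a difference between the tagged proteins stays open.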

How the results depend on the processing

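All alternatives here were fixed before the data were examined. Of 115 values recomputed under an alternative, over 20 results, 43 stayed within the spread between libraries (for shares of regions, within the counting interval), 69 moved by more than it and 3 changed direction. These counts reflect what each value was held against and do not measure stability. The spread of a ratio comes from the same libraries. In every fit that left out a library the ratio thus moved by less than its spread, even where it changed direction. The counting interval of a share is narrow, and each share moved beyond it when a library was left out. The organelle peaks and the replicate block could hardly move a value. The ratio tests cannot pass 0.05 under any alternative in this design, so a p-value says nothing here about stability. The cause of the changes was not tested except where the construction of the alternative shows it.

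Read by file name, the log2 ratio of peak number turned from 0.07 to −0.12 for SYD-GFP syd-5 brm-1 against SYD-GFP syd-5, and from 0.66 to −0.96 for SWI3D-GFP swi3d-1 syd-5 against SWI3D-GFP swi3d-1. For SYD-GFP syd-5 swi3d-1 against SYD-GFP syd-5 it kept its direction and went from −0.18 to −1.77. The share of MINU2-GFP minu2-1 regions shared with BRM-GFP brm-1 fell to 67.9% and that shared with SYD-GFP syd-5, which then has 4 libraries, to 64.0%. The highest Jaccard index of each subunit with an ATPase became 0.598 for BCL7A (SYD), 0.635 for BCL7B (BRM), 0.724 for BSH (MINU2), 0.704 for SWI3A (MINU2), 0.436 for SWI3C (SYD), 0.314 for SWP73A (SYD) and 0.644 for SWP73B (MINU2). By construction these values come in part from other libraries than those as labelled.

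With an overlap of at least 50% of both peaks, which is stricter by construction, the share of BRM-GFP brm-1 regions without a peak in BRM-GFP brm-1 syd-5 rose to 11.7% and the reverse share to 9.65%. The share of BRM-GFP brm-1 regions shared with SYD-GFP syd-5 fell to 58.1% and the reverse to 57.5%. For MINU2-GFP minu2-1 as labelled the shares fell to 47.2% with BRM-GFP brm-1 and 69.3% with SYD-GFP syd-5.

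With peaks of −log10 q of at least 10, the log2 ratio of peak number between BRM-GFP brm-1 syd-5 and BRM-GFP brm-1 went from 0 to −0.10, that between SYD-GFP syd-5 brm-1 and SYD-GFP syd-5 as labelled from 0.07 to 0.41, above its spread of 0.21, and the share of BRM-GFP brm-1 regions without a peak in BRM-GFP brm-1 syd-5 to 8.20%. The shares of BRM-GFP brm-1 regions shared with SYD-GFP syd-5 and the reverse were 73.1% and 78.9%, and those of MINU2-GFP minu2-1 as labelled 87.0% and 93.9%. The within minus between Jaccard differences rose to 0.0697 for BRM-GFP brm-1 with BRM-GFP brm-1 syd-5 and 0.219 for BRM-GFP brm-1 with SYD-GFP syd-5. Of 13 results under this setting, 4 moved by less than the spread or stayed within the counting interval.

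With the same number of strongest peaks per library, the share of BRM-GFP brm-1 regions without a peak in BRM-GFP brm-1 syd-5 was 5.69% and that shared with SYD-GFP syd-5 was 77.9%. MINU2-GFP minu2-1 as labelled shared 80.1% with BRM-GFP brm-1 and 87.8% with SYD-GFP syd-5. The Jaccard index with the closest ATPase was 0.670 for BSH (SYD) and 0.642 for SWI3C (SYD), as labelled. The file names of both lists state SYD-GFP syd-5. It was 0.0635 for SWP73B, for which MINU2 replaced BRM as the closest. As labelled, MINU2 then led SYD by more than the spread for BCL7A (0.442 against 0.360), SWI3A (0.528 against 0.289) and SWP73A (0.33 against 0.256), where with all peaks it had not, and for BCL7B (0.384 against 0.312). With all 4 libraries labelled SYD-GFP syd-5, BRM-GFP brm-1 regions shared 64.3%, the reverse was 88.5%, and the MINU2-GFP minu2-1 share with SYD-GFP syd-5 was 81.5%. A SYD-GFP syd-5 region then needs a peak of all 4 lists, so the 64.3% and 81.5% are lower partly by construction. The within minus between Jaccard difference of BRM-GFP brm-1 and SYD-GFP syd-5 then fell to 0.0754 and kept its direction.

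Both differences between mean Jaccard within and between groups stayed positive under every alternative run. Using the share of overlapping peaks in place of base pairs gave 0.0264 for BRM-GFP brm-1 with BRM-GFP brm-1 syd-5 and 0.0771 for BRM-GFP brm-1 with SYD-GFP syd-5. Including organelle peaks altered none of the 4 results it was run on, because those libraries have none, and so it tests nothing.

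Where a group of 2 was left with 1 library, the peaks of that library stood for the group, so the shares rose or fell partly by construction. Each range is over the fits that left out 1 library. The log2 ratio of peak number ranged from −0.05 to 0.05 for BRM-GFP brm-1 syd-5 and that of covered length from −0.18 to −0.05. As labelled, it ranged from −0.29 to −0.09 for SYD-GFP syd-5 swi3d-1, from −0.0599 to 0.20 for SYD-GFP syd-5 brm-1 and from 0.24 to 1.22 for SWI3D-GFP swi3d-1 syd-5. The value of −0.0599, opposite in direction, came without SYD-GFP syd-5 brm-1 replicate 1. For SWI3D-GFP swi3d-1 syd-5, the lowest value came without SWI3D-GFP swi3d-1 replicate 1 and the highest without replicate 3.

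The share of BRM-GFP brm-1 regions without a peak in BRM-GFP brm-1 syd-5 ranged from 7.50% to 11.3%, highest without BRM-GFP brm-1 syd-5 replicate 2. The reverse share ranged from 6.29% to 8.49%, highest without BRM-GFP brm-1 syd-5 replicate 1. The share of BRM-GFP brm-1 regions shared with SYD-GFP syd-5 ranged from 74.6% to 84.9% and the reverse from 80.0% to 88.5%. For MINU2-GFP minu2-1 as labelled the ranges were 77.3% to 92.6% with BRM-GFP brm-1 and 79.7% to 96.4% with SYD-GFP syd-5, both lowest without MINU2-GFP minu2-1 replicate 2. The within minus between Jaccard difference ranged from 0.0442 to 0.0776 for BRM-GFP brm-1 with BRM-GFP brm-1 syd-5 and from 0.165 to 0.221 for BRM-GFP brm-1 with SYD-GFP syd-5.

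With the replicate number as a block, the log2 ratio between BRM-GFP brm-1 syd-5 and BRM-GFP brm-1 was −0.00074 for peak number and −0.11 for covered length, and no call changed. The numbers do not pair these samples: over 11364 regions, the differences in percentile between replicates 1 and 2 of the groups had a correlation across regions of 0.00554.

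The alternatives set for the share of peaks at promoters (other distances upstream, peak summits, and the settings above) were not run, because the genome build is not stated and gene coordinates were not used here. The unknown depth limits every count of peaks above: a list may be short because its library was shallow, as with the −0.96 for SWI3D-GFP swi3d-1 syd-5 by file name, and no alternative here can separate that from a loss of binding.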

Other observations

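The test of the record conflict was set out before the similarities between lists had been seen. The tests on nearness to SYD-GFP syd-5, on the batches and on the recurrent regions were chosen only after those results had been seen.

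The conflict between labels and file names was tested with the similarity of the lists. If the lists are attached to the wrong sample records, lists that share a file-name line should resemble each other whatever their labels, and if the file names are wrong, lists that share a label should. The 10 pairs of libraries that share a file-name line and no label had a mean Jaccard index of 0.655, against 0.409 after the libraries were shuffled 100000 times (permutation test, one-sided, p = 1e-05, the smallest these shuffles can give). With shuffling within the batches with and without organelle peaks the permutation p was 0.00049. The 10 pairs that share a label and no file-name line had a mean of 0.379, no higher than the shuffled 0.409 (permutation test, one-sided, p = 0.72, and 0.63 within batches). Adjusted over these 4 tests the p-values were 4e-05, 0.00098, 0.72 and 0.72. The 5 pairs that share both had a mean of 0.729 and the 300 that share neither 0.397. With equal numbers of peaks the means were 0.635 for file name only and 0.212 for label only. For 12 libraries with conflicting records another list has the same file-name line, and in 11 the most similar of all lists was such a partner. Of the libraries with conflicting records 12 have a partner by label, some of them counted above as well, and in 5 the most similar list was such a partner. In 2 of the 5 it was not a partner by file name too, namely the 2 libraries labelled SWI3D-GFP swi3d-1 syd-5, whose file names state BCL7A-GFP bcl7a and BCL7B-GFP bcl7b. A shift of sample records against their files is a likely explanation for the conflict (0.655), while correct records with wrong file names are argued against by the value of 0.379. Whether each single file name is right was not tested for lines with 1 list.

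If the file names are right, the sizes of the lists give another picture of the mutants than the labels do. The 4 lists named SYD-GFP syd-5 held 16082 to 17283 peaks, the 2 named SYD-GFP syd-5 swi3d-1 held 4383 and 5227, and the 2 named SYD-GFP syd-5 brm-1 held 14047 and 16139. The 3 lists named SWI3D-GFP swi3d-1 held 13030 to 16629 peaks and the 2 named SWI3D-GFP swi3d-1 syd-5 held 7062 and 8759. The log2 ratios by file name, −1.77 for SYD without SWI3D and −0.96 for SWI3D without SYD, could reflect a dependence of each on the other for occupancy. Lower sequencing depth or weaker precipitation in those libraries could give the same, and without read numbers neither was tested. The highest fold enrichment was 6.80 and 7.55 in the lists named SYD-GFP syd-5 swi3d-1, against 16.6 to 25.1 in those named SYD-GFP syd-5. In the lists named SWI3D-GFP swi3d-1 syd-5 it was 20.4 and 20.6, against 15.2 to 17.4 in those named SWI3D-GFP swi3d-1. At the strongest peaks only the first pair was thus less enriched, so the 2 ratios need not share a cause. Weaker precipitation and loss of binding could each lower enrichment.

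Lists named MINU2-GFP minu2-1, BSH-GFP bsh and SWI3A-GFP swi3a-3 resembled each other (Jaccard index 0.724 for BSH with MINU2, 0.704 for SWI3A with MINU2) and stood apart from those named BRM-GFP and SYD-GFP (MINU2 with SYD 0.365 to 0.396). All of the MINU2, BSH and SWI3A lists come from the batch with organelle peaks and all BRM and SYD lists from the other, so processing could have made the division. Lists named SWI3D-GFP swi3d-1 are of the first batch too. They had a mean Jaccard index of 0.535 with the SYD-named lists of the other batch (0.428 to 0.578) and of 0.360 with the MINU2-named lists of their own (0.311 to 0.390). The difference of 0.175 argues against the batch as the whole cause. The list named SWP73B-GFP swp73b-1, of the same batch, was close to all 3 (mean 0.644 with MINU2, 0.694 with BSH and 0.641 with SWI3A). It was also nearer to BRM-GFP brm-1 (0.461 to 0.465) and SYD-GFP syd-5 (0.487 to 0.506) than these were. With all peaks the set thus has no sharp edge by this index. With the 4383 strongest peaks per list the set stood further apart. The index was then 0.559 to 0.627 among MINU2, BSH and SWI3A. MINU2 had 0.0745 to 0.0823 with SYD-GFP syd-5 and 0.0663 to 0.0690 with BRM-GFP brm-1. SWP73B lay between, with 0.338 to 0.401 with the 3 and 0.174 to 0.214 with BRM-GFP brm-1 and SYD-GFP syd-5. A separate set of sites for MINU2, BSH and SWI3A stays open as a hypothesis that rests on the file names. It was found and tested on the same data, with 1 list each for BSH and SWI3A.

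The BRM-GFP brm-1 syd-5 lists overlapped the SYD-GFP syd-5 lists more than the BRM-GFP brm-1 lists did, with a mean Jaccard index of 0.580 (0.571 to 0.589) against 0.559 (0.547 to 0.571). The shares of peaks not found went both ways, with overlapping ranges. Of BRM-GFP brm-1 syd-5 peaks 18.8% (16.5% to 20.9%) had no overlapping peak in a SYD-GFP syd-5 list, against 20.2% (18.8% to 21.6%) of BRM-GFP brm-1 peaks. Of SYD-GFP syd-5 peaks 17.8% (15.8% to 19.9%) had none in a BRM-GFP brm-1 syd-5 list, against 16.4% (15.8% to 17.0%) in a BRM-GFP brm-1 list. A move of BRM to SYD sites when SYD is mutated is one reading of the index, so technical alternatives were tried. Peak width and number were made equal by taking the 15011 strongest peaks of each list and 250 bp on either side of each summit. The values were then 0.355 (0.348 to 0.361) against 0.301 (0.294 to 0.307), and the difference of 0.0540 argues against width and number as the whole cause. The nearness was however not particular to SYD. With 4383 peaks per list and the same windows, the BRM-GFP brm-1 syd-5 lists were also nearer to 10 of 10 lines, by file name, that carry no SYD-GFP. Over all 13 lines the index was 23.4% to 54.6% higher, with every pair higher in 13 of 13. With the deposited peaks, the line BCL7B-GFP bcl7b went the other way. Its median index was 0.614 with BRM-GFP brm-1 syd-5 and 0.635 with BRM-GFP brm-1. For BCL7A-GFP bcl7a the ranges overlapped (0.575 to 0.607 and 0.579 to 0.585). The medians of the other lines without SYD-GFP were higher with BRM-GFP brm-1 syd-5. A general difference between the lists, such as sharper summits in one pair of libraries, is still a likely explanation. The rise for the line SYD-GFP syd-5 (46.5%) lay within the range over the other lines. Of the lines without SYD-GFP, however, only SWI3D-GFP swi3d-1 syd-5 (54.6%) rose more than the SYD-GFP lines (44.8% to 46.5%). The next was SWI3D-GFP swi3d-1 (43.6%), so a further part particular to SYD-GFP stays open. What the general difference comes from was not tested.

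The same 5 regions were among the 10 strongest nuclear peaks of all 12 lists with organelle peaks. At least 1 of them was among the 10 strongest in 6 of the 14 other lists, which makes 18 of 26 lists, of many lines by either record. They are chromosome 2, 3625642 to 3627732, chromosome 3, 13590019 to 13592668, chromosome 4, 3054394 to 3055617 and 3952128 to 3953768, and chromosome 5, 11184817 to 11186683, in the coordinates of the deposited lists. None of the 5 had a peak in the 4 BRM-GFP brm-1 and BRM-GFP brm-1 syd-5 lists. The same held for the lists named BCL7A-GFP bcl7a and BCL7B-GFP bcl7b, both labelled SWI3D-GFP swi3d-1 syd-5. By file name, the absence thus follows the tagged protein, and the 6 other lists with a region among their 10 strongest are all SYD-GFP lines. Of the lists named SYD-GFP syd-5, the 2 labelled so had peaks in 5 of 5, and the 2 labelled BSH-GFP bsh and SWI3C-GFP in 2 of 5. Signal that does not depend on the tagged protein, such as repeated sequence with many reads, is one explanation for the 18 lists. Alone it leaves open why the lists named for BRM, BCL7A and BCL7B have no peak there. If the signal is of this kind, the 2 strongest regions found in SYD-GFP syd-5 alone may not be SYD sites. What lies at these positions was not tested, since no build is stated.

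Because the BRM-GFP brm-1 lists lack these regions and the SYD-GFP syd-5 lists have them, a processing difference could also have made the BRM and SYD lists differ. The 2 lists named SYD-GFP syd-5 with none of the regions among their 10 strongest peaks were used for a test that rests on the file names. These 2 lists still have a peak in 2 of the 5 regions, against 0 of 5 in the BRM-GFP brm-1 lists, so they do not share the state of the latter. They had a mean Jaccard index of 0.699 (0.674 to 0.722) with the SYD-GFP syd-5 lists of accordant record and 0.590 (0.585 to 0.594) with the BRM-GFP brm-1 lists. The difference of 0.109 does not settle the matter: no SYD-named list lacks all 5 regions, and processing and a difference between the sites of the ATPases cannot be told apart here.

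Over all 26 lists the nuclear peaks merged into 23012 regions, of which 2240 held a peak of every list and 1652 a peak of 1 list only.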
